# *Obp56h* Modulates Mating Behavior in *Drosophila melanogaster*

**DOI:** 10.1534/g3.116.034595

**Published:** 2016-08-24

**Authors:** John R. Shorter, Lauren M. Dembeck, Logan J. Everett, Tatiana V. Morozova, Gunjan H. Arya, Lavanya Turlapati, Genevieve E. St. Armour, Coby Schal, Trudy F. C. Mackay, Robert R. H. Anholt

**Keywords:** odorant binding protein, olfaction, cuticular hydrocarbon, pheromone, 5-tricosene, FlyBook

## Abstract

Social interactions in insects are driven by conspecific chemical signals that are detected via olfactory and gustatory neurons. Odorant binding proteins (Obps) transport volatile odorants to chemosensory receptors, but their effects on behaviors remain poorly characterized. Here, we report that RNAi knockdown of *Obp56h* gene expression in *Drosophila melanogaster* enhances mating behavior by reducing courtship latency. The change in mating behavior that results from inhibition of *Obp56h* expression is accompanied by significant alterations in cuticular hydrocarbon (CHC) composition, including reduction in 5-tricosene (5-T), an inhibitory sex pheromone produced by males that increases copulation latency during courtship. Whole genome RNA sequencing confirms that expression of *Obp56h* is virtually abolished in *Drosophila* heads. Inhibition of *Obp56h* expression also affects expression of other chemoreception genes, including upregulation of *lush* in both sexes and *Obp83ef* in females, and reduction in expression of *Obp19b* and *Or19b* in males. In addition, several genes associated with lipid metabolism, which underlies the production of cuticular hydrocarbons, show altered transcript abundances. Our data show that modulation of mating behavior through reduction of Obp56h is accompanied by altered cuticular hydrocarbon profiles and implicate 5-T as a possible ligand for Obp56h.

Chemical signals are the triggers that guide social interactions in many species (Stowers *et al.* 2013; Liberles 2014). Insects, especially, depend on chemical cues for survival and reproduction. Chemosensation is important for the maintenance of colony structure in social insects (Le Conte and Hefetz 2008; Kocher and Grozinger 2011; Matsuura 2012), and for many insect species is also indispensable for the identification of conspecific mating partners (Ziegler *et al.* 2013; Zhang *et al.* 2015).

*Drosophila melanogaster* provides an excellent model system to investigate the relationship between chemosensation and social behaviors. Males produce 7-tricosene (7-T) and 7-pentacosene (7-P) as primary sex pheromones (Scott 1986), while females produce 7,11-heptacosadiene and 7,11-nonacosadiene (Antony and Jallon 1982; Cobb and Jallon 1990) These cuticular hydrocarbons (CHCs) have been identified as the major contact pheromones in flies essential for mating behavior (Ferveur 2005). In addition, the volatile pheromone, 11-*cis*-vaccenyl acetate, has been implicated in both mating behavior (Kurtovic *et al.* 2007; Ronderos and Smith 2010) and aggression (Wang and Anderson 2010).

Chemosensation in *Drosophila* is mediated via several multigene families of chemoreceptors, including gustatory (Gr) receptors (Scott *et al.* 2001), which evaluate food intake (Scott *et al.* 2001; Marella *et al.* 2006; Weiss *et al.* 2011; Harris *et al.* 2015; Freeman and Dahanukar 2015) and sense carbon dioxide (Kwon *et al.* 2007; Jones *et al.* 2007); classical odorant (Or) receptors, expressed in basiconic and trichoid sensilla (Vosshall *et al.* 1999; Clyne *et al.* 1999), which recognize volatile airborne odorants (Hallem and Carlson 2006); ionotropic receptors (Irs) expressed in coeloconic sensilla, which detect a diverse array of chemicals, including water-soluble compounds (Benton *et al.* 2009); and odorant-binding proteins (Obps). Odorant-binding proteins are soluble proteins secreted into the perilymph that surrounds the dendrites of olfactory sensory neurons. They are the first components of the chemosensory system to interact with airborne chemicals and facilitate the transport of hydrophobic odorants to their membrane-bound receptors (Wojtasek and Leal 1999; Xu *et al.* 2005). In contrast to extensive information about the molecular response profiles of membrane-bound gustatory and olfactory receptors, relatively little functional information is known about Obps.

Obps were first identified as pheromone-binding proteins in the antennae of the male silk moth, *Bombyx mori* (Vogt and Riddiford 1981), where pH-induced conformational changes mediate binding and release of the pheromone (Wojtasek and Leal 1999). In the silk moth group *Antheraea*, two pheromone binding proteins showed preferential binding to specific components of an acetate and aldehyde pheromone blend (Maida *et al.* 2003). In *Drosophila sechellia*, *Obp57d* and *Obp57e* have been implicated in host plant preference in *Drosophila* by affecting the perception of octanoic and hexanoic acids (Matsuo *et al.* 2007; Matsuo 2012).

The *D. melanogaster* genome encodes a family of 51 *Obp* genes (Hekmat-Scafe *et al.* 2002), which has evolved through gene duplication and subsequent subfunctionalization (Vieira *et al.* 2007). Overall, *Obp* genes are structurally diverse, with an average amino acid identity of 10–15%, but can range from 4 to 60% (Zhou 2010). Several *Obp* family members show distinct expression patterns in the antenna (McKenna *et al.* 1994; Shanbhag *et al.* 2001), including *OS-E* (*Obp83b*), *OS-F* (*Obp83a*), *lush* (*Obp76a*), *PBPRP-2* (*Obp19d*), and *PBPRP-5* (*Obp28a*), and eight have been identified in antennal extracts by high-performance liquid chromatography and mass spectrometric analyses (Anholt and Williams 2010). Despite the genetic divergence of *Obp* genes, they are often highly correlated at the level of gene expression (Zhou *et al.* 2009).

Several studies have documented the role of *D. melanogaster* Obps in olfactory behavior. Natural variation in *Obp* genes is associated with variation in olfactory responses to benzaldehyde and acetophenone (Wang *et al.* 2007, 2010; Arya *et al.* 2010). Obp-dependent odorant recognition appears to be combinatorial. Behavioral responses to 16 ecologically relevant odorants tested across 17 knockdown *Obp* RNAi lines revealed that some *Obp* genes had altered behavioral responses to multiple odorants, and some odorants had altered behavioral responses in several *Obp* knockdown lines (Swarup *et al.* 2011). This suggests that individual odorants may interact with multiple Obps, and individual Obps may interact with multiple odorants.

There is increasing evidence that Obps have diverse pleiotropic functions in *D. melanogaster* not limited to olfaction. First, expression of *Obp* genes is not restricted to olfactory tissues; for example, *Obp8a* is expressed in the male accessory gland (Arya *et al.* 2010; St. Pierre *et al.* 2014). Second, expression of *Obp* genes is genetically correlated with expression of other genes that are enriched for diverse gene ontology categories including synaptic transmission, detection of signals regulating tissue development and apoptosis, postmating behavior and oviposition, and nutrient sensing (Arya *et al.* 2010). Third, different physiological and social conditions modulate expression of *Obp* genes (Zhou *et al.* 2009). Fourth, there is direct evidence that *Obp* genes are associated with other traits, including gustatory responses to tastants (Swarup *et al.* 2014) and lifespan (Arya *et al.* 2010).

Here, we show that RNAi-mediated suppression of the expression of *Obp56h* reduces copulation latency, and this behavioral effect is accompanied by an alteration in the composition of CHCs, notably a reduction in the male sex pheromone 5-tricosene (5-T). Using RNA-seq analysis, we observe a number of differentially expressed genes, including *Or19b*, and several genes associated with lipase activity. Our results suggest that *Obp56h* may be associated with pheromone production and affect social recognition via pheromone perception.

## Materials and Methods

### Drosophila stocks and culture

We obtained the *UAS*-RNAi knockdown line targeting *Obp56h*, *Obp56h*^KK111996^, and its co-isogenic control with an empty integration site (*y w*^1118^; *P*{*attP*,*y*^+^,*w*^3′^}) from the Vienna *Drosophila* Stock Center (http://stockcenter.vdrc.at). We obtained two *GAL4* driver strains from the Bloomington *Drosophila* Stock Center (http://flystocks.bio.indiana.edu/): a ubiquitous *tubulin-GAL4* driver line (*y*^1^ *w*∗; *P*{*tubP-GAL4*} *LL7*/*TM3*, *Sb*^1^) and a *Dll-GAL4* driver that has more restricted expression, including in the antennae, labium, legs, and wings (*P*{*w*[*+mW.hs*]=*GawB*}*Dll*^md23^/*CyO*).

All stocks were reared on cornmeal/molasses/agar medium and maintained under standard culture conditions (25°, 12:12 hr light/dark cycle; lights on at 6:00 am) in an environmentally controlled walk-in incubator.

### Behavioral assays

All behavioral assays were performed on F_1_ individuals from crosses of *UAS*-RNAi *Obp* lines to *Tub-GAL4* and/or *Dll-GAL4* lines. F_1_ individuals with *CyO* or *TM3* balancer genotypes were discarded and not assessed. CO_2_ was used as an anesthetic; however, anesthesia exposure was withheld 24 hr prior to behavioral assays. All behavioral assays were conducted in a behavioral chamber (25°) between 8:00 am and 11:00 am. We assessed copulation latency, and phototaxis and geotaxis as additional sensorimotor behaviors. Unless otherwise specified, we used one-way fixed effect ANOVA models of the form *Y* = μ + *G* + ε where *Y* is the phenotype, μ is the overall mean, *G* is the genotype, and ε is the within-genotype residual variance; and/or *t*-tests to evaluate significant differences in behavior among genotypes. All statistical analyses were conducted using SAS (SAS Institute Inc. 2011) software.

#### Copulation latency:

To assess mating behavior, we paired five males and five virgin females aged 3–7 d together in a vial and recorded copulation latency for 30 min. Once a pair engaged in copulation, they were removed from the vial with a mouth aspirator and the remaining flies were observed for the remaining time. We performed at least 40 replicates with five males and five females each per genotype.

#### Geotaxis:

We assessed geotaxis behavior on individual flies by measuring distance traveled upwards following a sudden disturbance. Flies were placed in 25 mm × 150 mm glass vials (Pyrex-Corning flat bottom) with a ruler marking 5-mm increments from 0, indicating the lowest position, to 24, indicating the highest position. Each fly was tapped to the bottom of the vial, and the distance traveled upwards was scored based on the highest point reached in 5 sec. Twenty individual flies were assayed each day for 3 d, creating a total sample size of 60 per sex per genotype.

#### Phototaxis:

We assessed phototaxis behavior using a “countercurrent apparatus” (Benzer 1967). Each replicate per genotype consisted of ∼50 3- to 7-d-old flies of the same sex; we performed three replicates per sex and genotype across 3 d. Flies were dark-adapted for 30 min prior to performing the assay in a dark room. To assess phototaxis, we tapped flies to the bottom of the first start tube and placed the apparatus horizontally with the distal tubes 5 cm away from a 15-W fluorescent light. The flies were given 15 sec to reach the distal tube. We repeated this procedure seven more times, so that flies could choose to go toward the light a maximum of eight times. At the end of each trial, we collected all flies into the start tubes, removed the start tubes from the apparatus and froze them at −80° for ∼30 min before counting the number of flies in each tube. The phototaxis score was analyzed by ANOVA according to the factorial mixed model *Y =* µ *+ G + S + G* × *S + R*(*G* × *S*) *+* ε, where *Y* is the observed value, µ is the overall mean, and *G*, *S*, and *R* denote genotype, sex, and replicate, respectively, and ε is the residual experimental error. Genotype and sex are fixed effects and replicate is random.

### Cuticular hydrocarbon analysis

Cuticular hydrocarbon analysis was performed as described previously (Dembeck *et al.* 2015). We performed two separate experiments, one with *Dll-GAL4* × *UAS-Obp56hRNAi* and *Dll-GAL4* × control F_1_ virgin males, and one with *Tub-GAL4* × *UAS-Obp56hRNAi* and *Tub-GAL4* × control F_1_ virgin males. All males were collected at eclosion and placed in mixed sex groups with five males and five females of the same genotype for 3 d prior to collection for CHC analysis. The flies were separated into three replicate samples per line, with five flies per replicate. To ensure cuticular lipid contamination did not occur, a fresh paper tissue was placed on the carbon dioxide pad and the flies were handled with acetone-washed titanium forceps at each round of sorting. All samples were stored in 2-ml glass auto-injection vials with a Teflon cap and were flash frozen and stored at −30° until cuticular lipid extraction.

Cuticular lipids were extracted from each sample using 200 µl of hexane containing an internal standard (IS, 1 µg *n*-C32) with gentle swirling for 5 min. The flies were briefly extracted a second time with 100 µl of hexane (free of internal standard). After each wash the extract was transferred to a 300 µl conical glass insert. The extract was dried using a gentle stream of high-purity N_2_ and resuspended in 50 µl of hexane. The samples were immediately processed using gas chromatography or stored at 4° (no longer than 1 d) until processing.

The cuticular lipid extracts were analyzed using an Agilent 7890A gas chromatograph with a DB-5 Agilent capillary column (20 m × 0.18 mm × 180 µm) and a flame ionization detector (FID) for quantification. We introduced 1 µl of sample using an Agilent 7683B auto-injector into a 290° inlet operated in splitless mode. The split valve was turned on after 1 min. The oven temperature program was as follows: 50° for 1 min, increased at 20°/min to 150°, and increased at 5°/min to 300° followed by a 10-min hold. Hydrogen was used as the carrier gas at constant flow (average linear velocity = 35 cm/sec) and the FID was set at 300°. Compound identifications were based on a previous GC-MS analysis (Dembeck *et al.* 2015). All chromatograms were analyzed using Agilent ChemStation software. The data were represented as proportions by dividing each peak area by the total sum of all integrated peaks. We analyzed differences in CHCs between *Obp56h*-RNAi knockdown flies and controls using *t*-tests (SAS 9.3). Principal component analysis was conducted on the correlation matrix of the proportions of CHCs quantified in each sample in JMP v.10.

### Gene expression analysis

We used RNA-seq to quantify differences in gene expression in heads and bodies of males and females of *Dll-GAL4* × *UAS-Obp56h* and *Dll-GAL4* × control F_1_ individuals. F_1_ individuals with *CyO* or *TM3* balancer genotypes were discarded. Flies were aged for 5–6 d in a mixed sex environment at a density of ∼20 in a vial. Flies were flash frozen over dry ice between 8:00 am and 11:00 am and 30 heads and bodies per sex and genotype were manually dissected and collected over 3 d in a randomized design, with four biological replicates per sex, genotype, and tissue.

We extracted total RNA with Trizol with the Quick-RNA MiniPrep kit (Zymo Research; R1055). rRNA was depleted using the Ribo-Zero Gold rRNA Removal Kit (Human/Mouse/Rat) (Illumina) with 5 μg total RNA input. Depleted mRNA was fragmented and converted to first strand cDNA using SuperScript III Reverse Transcriptase (Thermo Fisher Scientific). During the synthesis of second strand cDNA, dUTP instead of dTTP was incorporated to label the second strand cDNA (Thermo Fisher Scientific). cDNA from each RNA sample was used to produce barcoded cDNA libraries using NEXTflex DNA Barcodes (Bioo Scientific) with an Illumina TrueSeq compatible protocol. Library size was selected using Agencourt Ampure XP Beads (Beckman Coulter) and centered on 250 bp with average insert size around 130 bp. Second strand DNA was digested with Uracil-DNA glycosylase before amplification to produce directional cDNA libraries. Libraries were quantified using Qubit dsDNA HS Kits (Life Technologies) and Bioanalyzer (Agilent Technologies) to calculate molarity. They were then diluted to equal molarity and requantified, and 32 libraries were pooled. Pooled library samples were quantified to calculate final molarity and finally denatured and diluted to 14 pM. Pooled library samples were clustered on an Illumina cBot and sequenced on an Illumina Hiseq2500 using 125-bp single-read v4 chemistry on each of two lanes.

The quality of the RNA-seq data was assessed using FASTQC (Andrews 2010). Following assessment that the data were of high quality, adapter sequences were trimmed using Cutadapt (Martin 2011). Ribosomal reads were filtered against a database of the most common ribosomal sequences using fast BWA alignment BWA-0.7.10 (Li and Durbin 2009). The remaining reads were aligned to the Dmel_r5.57_FB2014_03 genome and transcriptome using STAR_2.4.1d (Dobin *et al.* 2013). All individual RNA-seq samples had >12 million reads after standard filtering by quality scores and after filtering out of residual rRNA sequences. Read counts for each gene in each sample were computed using HTSeq (v0.6.1p1) (Anders *et al.* 2015). R software was used for further quality assessment and statistical analysis (R-Core-Team 2012). The EDASeq package was used to plot principal components (Risso *et al.* 2011), and one replicate sample (HRNAiF1) was identified as a technical outlier, removed, and the remaining 31 samples were used for analysis. 

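All 32 libraries were compared on log2 CPM (counts scaled to library totals adjusted by edgeR's TMM normalization), with a prior count of 1. The median Pearson correlation of replicate 1 of the RNAi female heads (HRNAiF1) with the other 3 libraries of its group was 0.878, whereas the median correlations of the libraries of the other 7 groups with their own replicates lay between 0.975 and 0.992. These correlations are across genes, which are not independent replicates. The same library had a median correlation of 0.969 with the female control bodies, 0.968 with the female RNAi bodies and 0.697 with the male control bodies. In a principal component analysis of the 32 libraries the first component explained 59.2% of the variance and the next 32.3%. On the latter, HRNAiF1 had a score of -129.15, the other 7 female head libraries had scores between 86.34 and 100.91, and the 8 female body libraries between -199.65 and -188.89. The paper removed this library as a technical outlier on its principal components. The values below are therefore given for the remaining 31 libraries, followed by the value of HRNAiF1 where female heads are concerned.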

The edgeR package was used to calculate differential expression analysis for pairwise comparisons between the control and RNAi sample for sex and tissue as well as the interaction between genotype and tissue for each sex (Robinson *et al.* 2010). Biological pathway and gene ontology enrichment analyses were performed using DAVID (Huang *et al.* 2009).

### Data availability

RNA-seq data have been deposited in the Gene Expression Omnibus database under accession numbers GSM1959750-GSM1959781.

## Results and Discussion

### RNAi knockdown of Obp56h reduces copulation latency

Previously we investigated the functions of *Drosophila* Obps in olfaction by measuring responses of 17 *Obp*-RNAi lines to 16 odorants (Swarup *et al.* 2011). Quantification of expression of mRNA targets showed a major reduction in the expression of *Obp56h*. Subsequent behavioral studies using these *Obp* RNAi lines indicated that suppression of *Obp56h* expression could influence mating behavior. To further explore the role of Obp56h in mating behavior, we obtained a *UAS*-RNAi knockdown line targeting *Obp56h*, *Obp56h*^KK111996^, and its co-isogenic control with an empty integration site (*y*,*w*^1118^; *P*{*attP*,*y*^+^,*w*^3′^}) from the Vienna *Drosophila* Stock Center (http://stockcenter.vdrc.at). We obtained two *GAL4* driver strains from the Bloomington *Drosophila* Stock Center (http://flystocks.bio.indiana.edu/): a ubiquitously expressed *tubulin-GAL4* driver line (*y*^1^ *w*^∗^; *P*{*tubP-GAL4*} *LL7*/*TM3*, *Sb*^1^) and a *Dll-GAL4* driver, which has more restricted expression, including in the antennae, labium, legs, and wings (*P*{*w*[*+mW.hs*]=*GawB*}*Dll*^md23^/*CyO*).

We assessed mating behavior for groups of *Dll-GAL4/*Control males and females (*N* = 42), and for groups of *Dll-GAL4/Obp56h*-RNAi males and females (*N* = 57). We found a significant reduction in copulation latency for the *Obp56h*-RNAi knockdown flies (Figure 1, *t*-test, *t*_98_ = 5.46, *P* = 0.02). This could be due to *Obp56h*-RNAi knockdown males, females, or both sexes. Therefore, we assessed copulation latency for groups of *Dll-GAL4/Obp56h*-RNAi males and *Dll-GAL4/C*ontrol females (*N* = 48) and for groups of *Dll-GAL4/*Control males and *Dll-GAL4/Obp56h*-RNAi females (*N* = 59). We found significantly lower copulation latency for the *Dll-GAL4/Obp56h*-RNAi in males and control females than for the *Dll-GAL4/*Control male and female groups (Figure 1, *t*_89_ = 5.08, *P* = 0.03), but not the control males and *Dll-GAL4/Obp56h*-RNAi females (Figure 1, *t*_100_ = 0.460, *P* = 0.50), indicating that the *Obp56h*-RNAi male genotype was responsible for the reduced copulation latency.

**Figure 1:**
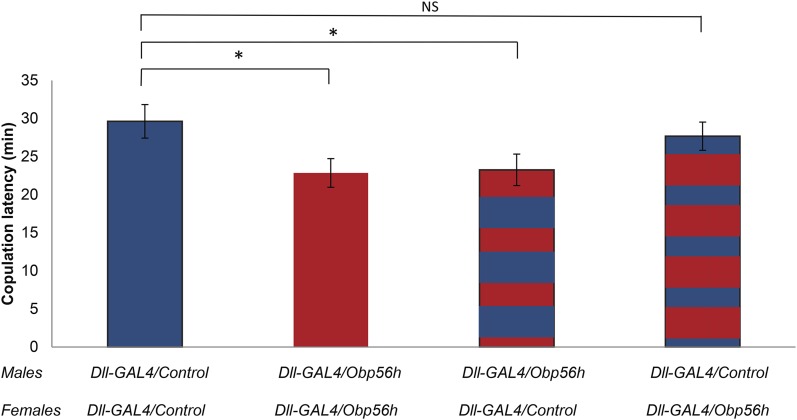
Effect of *Obp56h*-RNAi knockdown on copulation latency. Five males and five virgin females aged 3–7 d were placed together in a vial and copulation latency was recorded for 30 min. We performed at least 40 replicates per genotype (*i.e.*, 200 males and 200 females total per genotype). Red bars denote *Dll-GAL4*/*Obp56h*-RNAi and blue bars denote *Dll-GAL4*/Control F_1_ genotypes; red and blue stacked bars denote pairs of flies with different male and female genotypes. * *P* < 0.05; NS, not significant.

### RNAi knockdown of Obp56h does not have a general effect on sensorimotor behaviors

We tested the performance of *Dll-GAL4/*Control and *Dll-GAL4/Obp56h*-RNAi males and females in two behavioral assays that represent sensorimotor responses, geotaxis (*N* = 129–149 per sex), and phototaxis (*N* = 56–67 per sex). We found significant sexual dimorphism for both behaviors (Figure 2), but no significant differences between the two genotypes for geotaxis (Figure 2A, ANOVA *F*_1, 205_ = 7.97, *P* < 0.0001, Genotype *P* = 0.24, Sex *P* < 0.0001, Genotype × Sex *P* = 0.09) or phototaxis (Figure 2B, ANOVA *F*_1, 574_ = 19.49, *P* < 0.0001, Genotype *P* = 0.17, Sex *P* < 0.0001, Genotype × Sex *P* = 0.32). Therefore, the effect of *Obp56h*-RNAi knockdown appeared not to be due to a general effect on locomotion.

**Figure 2:**
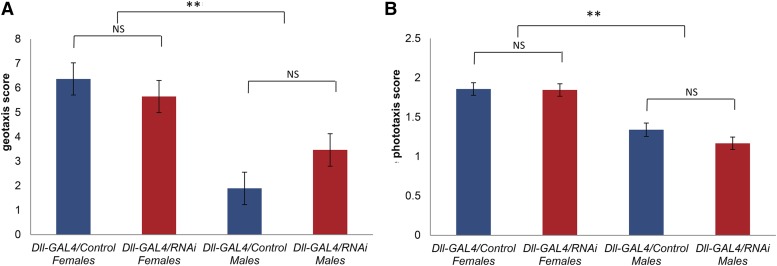
Effects of *Obp56h*-RNAi knockdown on geotaxis and phototaxis. Red bars denote *Dll-GAL4*/*Obp56h*-RNAi and blue bars denote *Dll-GAL4*/Control F_1_ genotypes. (A) Geotaxis. (B) Phototaxis. ** *P* < 0.0001; NS, not significant.

### RNAi knockdown of Obp56h alters cuticular hydrocarbon profiles

Many insects, including *Drosophila*, communicate social and sexual information via long-chain cuticular hydrocarbons (CHCs) (Howard and Blomquist 2005; Svetec and Ferveur 2005; Everaerts *et al.* 2010; Ferveur and Cobb 2010). Antiaphrodisiac effects are a common feature of several male-produced pheromones, including the hydrocarbons 5-T and 7-T, and the acetate ester 11-*cis*-vaccenyl acetate (Scott 1986; Ferveur 1997; Canavoso *et al.* 2001; Ng *et al.* 2014).

To assess whether reduced copulation latency from RNAi knockdown of *Obp56h* could be in part due to differences in chemical communication, we quantified CHC profiles of *Dll-GAL4/Obp56h*-RNAi knockdown and *Dll-GAL4/*Control males. We detected 42 CHCs (Figure 3). The two major male CHC sex pheromones, 7-T and 7-P, were not different between the two genotypes. However, 10 (23.8%) CHCs were significantly altered between the RNAi knockdown and the control (Figure 3). Eight of the ten significantly different CHCs increased relative to the control and are all *n*-alkanes (*n*-C21–*n*-C29, except *n*-C27). Of the two that decreased, one was a minor, unidentified compound, the other was 5-T. 5-T is an inhibitory pheromone, produced primarily in males and only in small quantities in females, that is thought to delay the initiation of courtship in *D. melanogaster* and may serve to decrease the probability of male–male courtship in nature (Ferveur and Sureau 1996; Ferveur 1997; Waterbury *et al.* 1999). 5-T is one of the most volatile *D. melanogaster* CHCs and may be detected through olfaction rather than through contact (Ferveur and Sureau 1996; Ferveur 1997; Waterbury *et al.* 1999). The *Dll-GAL4/Obp56h*-RNAi knockdown males had about 19% less 5-T than the control males. To replicate these observations, we also determined CHC profiles of *Tub-GAL4/Obp56h*-RNAi knockdown and *Tub-GAL4/*Control males (Figure 4). With the ubiquitously expressed tubulin driver line 5-T was also reduced in *Tub-GAL4/Obp56h*-RNAi knockdown males, this time by 32%. The alterations in CHC profiles were similar between the two drivers: nine of the 10 significantly changed CHCs using the *Dll-GAL4* driver also changed when reduction in *Obp56h* expression was driven by *Tub-GAL4*. Thus, interference with chemosensory input through *Obp56h*, and possibly other functions of *Obp56h*, resulted in systemic alterations in CHC biosynthesis.

**Figure 3:**
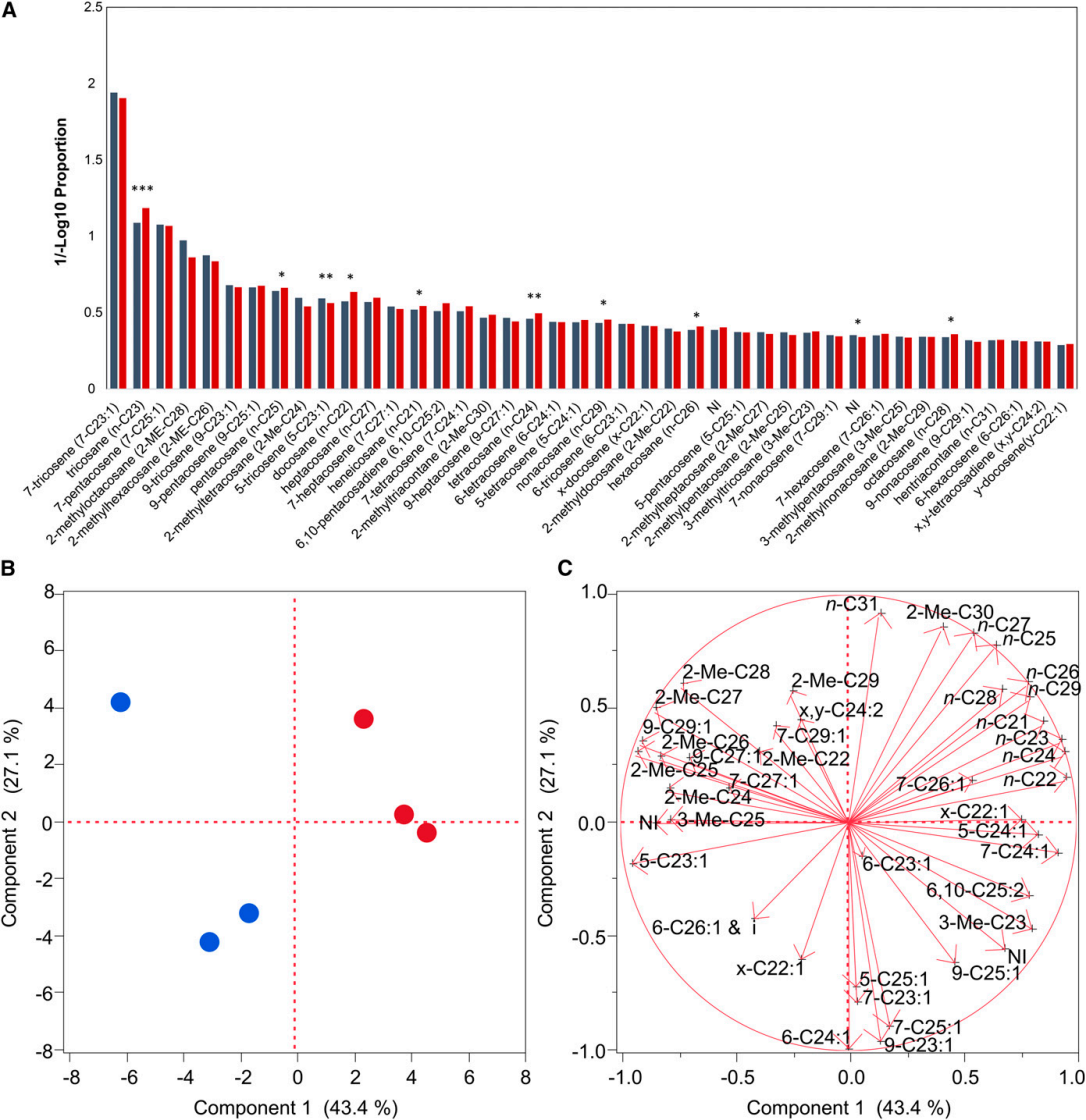
Effects of *Obp*-RNAi knockdown with a *Dll-GAL4* driver on CHC profiles. Cuticular hydrocarbon analysis was performed as described previously (Dembeck *et al.* 2015). (A) Proportion of 42 CHCs in *Dll-GAL4*/*Obp56h*-RNAi (red bars) and *Dll-GAL4*/Control (blue bars) F_1_ males. *** *P* < 0.001, ** *P* < 0.01, * *P* < 0.05. NI, not identified. (B) Principal component biplots for PC1 and PC2 for *Dll-GAL4*/*Obp56h*-RNAi (red circles) and *Dll-GAL4*/Control (blue circles) F_1_ males. The principal components analysis is a linear transformation used to reduce the dimensionality of the multivariate dataset. PC1 captures the variation in the data that can be attributed to genotype (control *vs.* RNAi knockdown) seen by the clustering of the samples into two distinct groups. (C) PC1 and PC2 eigenvectors. The eigenvectors are composed of the weights of each original variable in the linear combinations that define PC1 and PC2. The plot indicates which of the original variables are most strongly correlated with PC1 and PC2. The percent of variance explained by each PC is indicated on the *x*- and *y*-axes of panels (B) and (C).

**Figure 4:**
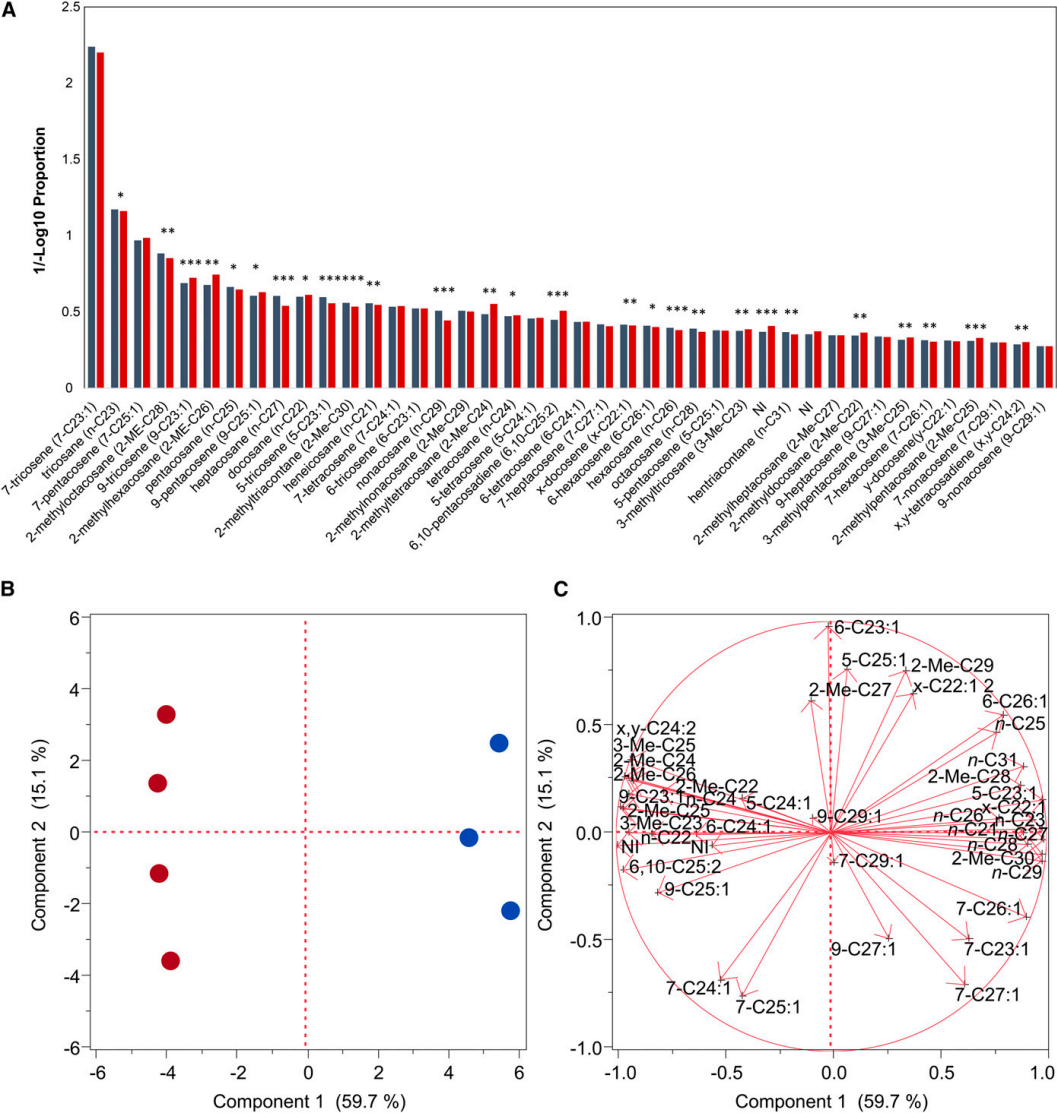
Effects of *Obp*-RNAi knockdown with a *Tub*-GAL4 driver on CHC profiles. Cuticular hydrocarbon analysis was performed as described previously (Dembeck *et al.* 2015). (A) Proportion of 42 CHCs in *Tub-GAL4*/*Obp56h*-RNAi (red bars) and *Tub-GAL4*/Control (blue bars) F_1_ males. *** *P* < 0.001, ** *P* < 0.01, * *P* < 0.05. NI, not identified. (B) Principal component biplots for PC1 and PC2 for *Tub-GAL4*/*Obp56h*-RNAi (red circles) and *Tub-GAL4*/Control (blue circles) F_1_ males. The principal components analysis is a linear transformation used to reduce the dimensionality of the multivariate dataset. PC1 captures the variation in the data that can be attributed to genotype (control *vs.* RNAi knockdown) seen by the clustering of the samples into two distinct groups. (C) PC1 and PC2 eigenvectors. The eigenvectors are composed of the weights of each original variable in the linear combinations that define PC1 and PC2. The plot indicates which of the original variables are most strongly correlated with PC1 and PC2. The percent of variance explained by each PC is indicated on the *x*- and *y*-axes of panels (B) and (C).

### Genome-wide changes in gene expression caused by RNAi knockdown of Obp56h

Understanding which genes are coregulated when *Obp56h* expression is reduced by RNAi knockdown can give insights into the biological processes through which *Obp56h* affects mating behavior. Therefore, we performed RNA-seq analysis for *Dll-GAL4/*Control and for *Dll-GAL4/Obp56h*-RNAi males and females, separately for heads and bodies (Supplemental Material, Table S1).

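RNA-seq libraries were made from heads and from bodies of males and females of the *Dll-GAL4*/Control and *Dll-GAL4/Obp56h*-RNAi F_1_ genotypes. There were 4 replicates of 30 heads or 30 bodies for each of the 8 groups, 32 libraries in all. *Dll-GAL4* is a driver expressed in appendages that include the antennae, and the control line carries the empty integration site in place of the RNAi construct. The paper gives the age of the flies as 5 to 6 d, and the sample labels give 3 to 5 d. The authors removed adapters and ribosomal reads, aligned the reads to release 5 of the *D. melanogaster* genome with STAR, counted the reads on each gene with HTSeq, and deposited these counts for 17055 FlyBase gene identifiers without normalization. Of these identifiers, 16637 had a current symbol and a position in the release 6 assembly (BDGP6), which is the build of all coordinates given here.

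Counts on genes ranged from 8870611 to 9378329 (median 9096918) in control male heads, from 8309274 to 9639258 (median 9055026) in RNAi male heads, from 8288533 to 10871716 (median 9867607) in control female heads and from 9657112 to 11995495 (median 10452932) in the 3 RNAi female head libraries used. They ranged from 10949355 to 12213394 (median 11628672) in control male bodies, from 10739632 to 12020992 (median 10991275) in RNAi male bodies, from 12338594 to 13546860 (median 12593072) in control female bodies and from 10358346 to 12912181 (median 12344828) in RNAi female bodies. The read numbers that the paper gives in its methods are those after filtering and before assignment to genes. Of the reads that were counted on genes, ambiguous between genes or assigned to no feature, between 11.9% and 17.3% were assigned to no feature in the head libraries used, and between 3.18% and 5.92% in the body libraries. No pair of replicates had identical counts, and each of the 48 pairs differed by more than sampling noise (lowest chi-square per degree of freedom 2.99). Each library was counted as 1 replicate, following the paper and the labels. A comparison with sampling noise alone cannot show that the replicates were independent.

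Males and females were fitted separately with edgeR's quasi-likelihood test on the counts, with TMM normalization, all genes with at least 1 count in the fit (16246 in males and 16159 in females), and a group for each tissue and genotype. Log2 fold changes are RNAi against control. A gene was called changed when its Benjamini-Hochberg adjusted p was under 0.05 and its change was at least 1.5-fold. Expression is given as CPM after TMM normalization, as the mean ± SD. The groups share replicate numbers in the labels. Across 12544 genes, the deviations from the group means of control and RNAi libraries with the same number had a mean correlation of -0.081 in male heads, 0.047 in male bodies, 0.15 in female heads and 0.005 in female bodies. The pairing is taken from the labels. The replicate number was not part of the model, and values with the replicate number as a block are given beside the others.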

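*Obp56h* (FBgn0034475) is a protein-coding gene at 19815554 to 19816204 on chromosome arm 2R of the release 6 assembly. In male heads its expression was 7.82 ± 1.80 CPM in the control (SD, n = 4 libraries, 57 to 93 reads each) and 0.312 ± 0.0681 CPM in the RNAi genotype (SD, n = 4, 2 to 4 reads each), a log2 fold change of -4.58 (standard error 0.38, adjusted p = 1.63e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In female heads it was 6.47 ± 0.562 CPM in the control (SD, n = 4, 52 to 68 reads) and 0.573 ± 0.598 CPM in the RNAi genotype (SD, n = 3, 2 to 13 reads), a log2 fold change of -3.40 (standard error 0.42, adjusted p = 5.32e-05 from the same test). In each sex every RNAi library lay below every control library (exact permutation test, two-sided, p = 0.0286, the smallest p that these numbers of libraries allow). The removed library HRNAiF1 had 12 reads of *Obp56h*, or 0.997 CPM, and with this library in the fit the log2 fold change in female heads was -3.21 (adjusted p = 0.215 from the same test). With the replicate number as a block, in a paired fit, the log2 fold changes were -4.57 in male heads and -3.42 in female heads. When each replicate was left out in turn the log2 fold change stayed between -4.65 and -4.36 in male heads and between -4.77 and -3.03 in female heads. In bodies the gene had 0 or 1 read in each control library, 0 to 4 reads in the male RNAi libraries and 0 reads in the female RNAi libraries, so a change was not detectable at this depth. A difference between the sexes in heads was not significant (genotype × sex log2 difference -0.95, standard error 0.70, adjusted p = 0.546 from edgeR's quasi-likelihood test over all 31 libraries). From the reduction in heads of both sexes, the paper states that expression of the targeted gene was reduced by the RNAi construct.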

As expected, *Obp56h* expression was significantly reduced in *Dll-GAL4/Obp56h*-RNAi heads in both sexes, with a log-fold change of −3.43 in females (*P* = 1.56 × 10^−29^) and −4.57 in males (*P* = 2.23 × 10^−41^). In addition, *Obp83ef* was up-regulated in *Dll-GAL4/Obp56h*-RNAi female heads and *Obp19b* was down-regulated in *Dll-GAL4/Obp56h*-RNAi male heads. 

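*Obp83ef* (FBgn0046876, 6109642 to 6111034 on 3R in release 6) was measured at 6.56 ± 0.743 CPM in control female heads (SD, n = 4, 52 to 68 reads) and 10.7 ± 1.26 CPM in RNAi female heads (SD, n = 3, 88 to 125 reads). The log2 fold change was 0.71 (standard error 0.16, adjusted p = 0.0257 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 0.69 in the paired fit with the replicate block (adjusted p = 0.0241 from the same test). The removed library HRNAiF1 had 4.82 CPM, and with it in the fit the log2 fold change was 0.47 (adjusted p = 0.26 from the same test). In the 7 fits that each left out 1 library the log2 fold change lay between 0.61 and 0.78, and 3 of these fits kept an adjusted p under 0.05. In male heads the gene did not change detectably (log2 fold change 0.11, standard error 0.29), but the difference between the sexes was not significant either (log2 difference -0.38, adjusted p = 0.577 from edgeR's quasi-likelihood test).

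*Obp19b* (FBgn0031110, 20416733 to 20417812 on the X) was measured at 11.4 ± 2.21 CPM in control male heads (SD, n = 4, 81 to 124 reads) and 6.03 ± 1.25 CPM in RNAi male heads (SD, n = 4, 44 to 62 reads). The log2 fold change was -0.93 (standard error 0.16, adjusted p = 0.00828 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.93 in the paired fit with the replicate block, and between -0.95 and -0.73 in the 8 fits that each left out 1 library. Every RNAi male head library lay below every control library (exact permutation test, two-sided, p = 0.0286, the smallest possible). In female heads the log2 fold change was -0.34 (standard error 0.23, adjusted p = 0.463 from the same edgeR test), and the difference between the sexes was not significant (log2 difference -0.37, adjusted p = 0.526 from the same test). The gene lies in a window of 2 Mb on the X in which 21 genes changed in at least 1 of the 4 comparisons of genotypes, where 2.78 were expected from the number of genes in it.

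**Figure D1:**
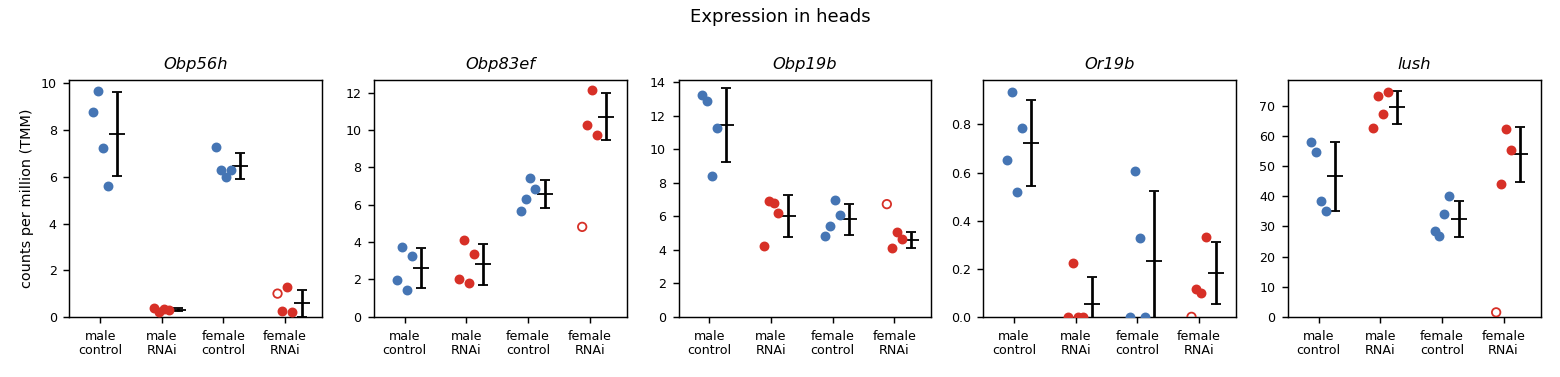
Expression of *Obp56h*, *Obp83ef*, *Obp19b*, *Or19b* and *lush* in heads, in CPM after TMM normalization, for each library of the control (blue) and RNAi (red) genotypes. Horizontal ticks with bars give the mean and SD of the libraries used, and the open circle is HRNAiF1, which the paper removed. *Obp56h* had at most 1.26 CPM in the RNAi libraries used and at least 5.59 CPM in the control libraries.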

*Or19b* was strongly down-regulated in *Dll-GAL4/Obp56h*-RNAi male heads. 

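*Or19b* (FBgn0062565) is a protein-coding gene at 20094398 to 20095767 on the X in release 6. It had 5 to 9 reads in each of the 4 control male head libraries and 0 to 2 reads in each of the 4 RNAi male head libraries, or 0.722 ± 0.179 CPM (SD, n = 4) against 0.0555 ± 0.111 CPM (SD, n = 4). The log2 fold change was -3.50 (standard error 0.88), with an unadjusted p = 9.06e-04 and an adjusted p = 0.162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every RNAi library lay below every control library (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). With edgeR's likelihood ratio test in place of the quasi-likelihood test the adjusted p was 3.37e-04, and in the paired fit with the replicate block it was 0.279 with a log2 fold change of -3.55. In the 8 fits that each left out 1 library the log2 fold change lay between -5.96 and -3.05. *Or19b* lies in the same 2-Mb window of the X as *Obp19b*.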

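*lush* (FBgn0020277) is a protein-coding gene at 19604398 to 19606090 on 3L in release 6. In male heads its expression was 46.6 ± 11.5 CPM in the control (SD, n = 4, 359 to 536 reads) and 69.5 ± 5.50 CPM in the RNAi genotype (SD, n = 4, 596 to 731 reads), a log2 fold change of 0.58 (standard error 0.13, adjusted p = 0.0633 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In female heads it was 32.4 ± 6.03 CPM in the control (SD, n = 4, 221 to 381 reads) and 54.0 ± 9.12 CPM in the RNAi genotype (SD, n = 3, 379 to 641 reads), a log2 fold change of 0.74 (standard error 0.15, adjusted p = 0.0146 from the same test). In each sex every RNAi library lay above every control library (exact permutation test, two-sided, p = 0.0286, the smallest possible). The removed female library HRNAiF1 had 18 reads, and with it in the fit the log2 fold change in female heads was 0.31 (adjusted p = 0.802 from the same test). In the paired fits with the replicate block the log2 fold change was 0.60 in male heads (adjusted p = 0.0511 from the same test) and 0.72 in female heads (adjusted p = 4.98e-04). With DESeq2 in place of edgeR it was 0.62 in male heads, with an adjusted p of 0.00304. The difference between the sexes was 0.07 on the log2 scale (standard error 0.18, adjusted p = 0.897 from edgeR's quasi-likelihood test).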

Interestingly, *lush* expression was up-regulated in male and female *Dll-GAL4/Obp56h*-RNAi heads. 

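In male heads 33 genes changed between the genotypes, 16 up and 17 down in *Dll-GAL4/Obp56h*-RNAi, and in female heads 73 genes changed, 38 up and 35 down. In male bodies 81 genes changed (39 up and 42 down) and in female bodies 92 (43 up and 49 down). The genotype × tissue interaction, the change in heads minus the change in bodies, passed the same thresholds for 14 genes in males and 20 genes in females. The two-sided tests covered 16246 genes in males and 16159 in females. In the paired fits with the replicate number as a block, 28 genes changed in male heads, 147 in female heads, 82 in male bodies, 131 in female bodies, and 10 and 77 genes had an interaction in males and females. Apart from female bodies, edgeR's likelihood ratio test gave the most genes of the alternatives that were run, with 78 and 292 genes in male and female heads, 143 in male bodies, and 56 and 188 interactions. In female bodies it was the absence of a minimum fold change, with 144 genes. With HRNAiF1 included, 2 genes changed in female heads, 2 in female bodies and 1 gene had an interaction in females. When each library was left out in turn, the number of changed genes ranged from 28 to 48 in male heads, from 41 to 206 in female heads, from 62 to 107 in male bodies and from 71 to 108 in female bodies.

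Of the genes changed in heads, 18 changed in both sexes, all 18 in the same direction. Of those changed in bodies, 26 changed in both sexes, all 26 in the same direction. In males 10 genes changed in both heads and bodies, all 10 in the same direction. In females 11 did, 9 of them in the same direction. *CG3397* and *CG31157* were among the genes that were down in all 4 comparisons. *CG3397* (FBgn0037975, 11983098 to 11984541 on 3R in release 6) fell from 20.6 ± 4.69 to 2.57 ± 0.426 CPM in female heads (SD, n = 4 and 3), a log2 fold change of -3.01 (standard error 0.23). The gene with the smallest p in male heads was *Hsc70-2* (FBgn0001217, 13044759 to 13047388 on 3R), at 12.2 ± 0.730 CPM in the control and 2.00 ± 0.542 CPM in the RNAi genotype (SD, n = 4 each, log2 fold change -2.58, adjusted p = 7.89e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In female heads it was *w* (FBgn0003996, 2790599 to 2796466 on the X), at 66.0 ± 4.98 CPM in the control and 215.8 ± 10.9 CPM in the RNAi genotype (SD, n = 4 and 3, log2 fold change 1.71, adjusted p = 4.56e-13 from the same test). The control line carries the *w*3′ fragment and the *Dll-GAL4* construct carries a *w*+ marker, so that reads of *w* can come from constructs as well as from the X. Both genotypes carry the driver, so its marker alone does not account for the rise. Reads from a marker of the RNAi construct, which the paper does not describe, were not told apart from those of the gene on the X. The rise of *w* can therefore not be taken as a response to the knockdown. In male bodies the gene with the smallest p was *CG1304* (FBgn0031141, 20964527 to 20965419 on the X), at 19.2 ± 2.07 CPM in the control and 0.380 ± 0.215 CPM in the RNAi genotype (SD, n = 4 each, log2 fold change -5.63, adjusted p = 5.01e-11 from the same test). In female bodies it was *narya* (FBgn0031018, 19475063 to 19476055 on the X), at 0.580 ± 0.0975 CPM in the control and 14.7 ± 2.29 CPM in the RNAi genotype (SD, n = 4 each, log2 fold change 4.64, adjusted p = 2.99e-11 from the same test). The smallest p for an interaction belonged to *Hsc70-2* in males (log2 difference -2.45, standard error 0.14) and to *GstD9* in females (log2 difference 1.54, standard error 0.14). Of the genes named here, *CG3397*, *CG31157*, *Hsc70-2* and *GstD9* lie in a 2-Mb window of 3R, and *CG1304* and *narya* in a 2-Mb window of the X, that each held 21 changed genes against 3.87 and 2.78 expected.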

In total, we found 50 (95) differentially expressed transcripts in male (female) heads, 158 (133) differentially expressed transcripts in male (female) bodies, and 54 (170) transcripts with significant genotype × tissue interactions in males (females) at an FDR < 0.05 (Table S2).

Based on the 17,055 FlyBase IDs indicated in Table S1, we performed gene ontology enrichment analyses (Huang *et al.* 2009) for genes with differential expression between the *Obp56h*-RNAi and control genotypes in heads and bodies (Table S3). 

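The gene ontology terms of the paper were not used here. In their place, a list of antimicrobial peptide, lysozyme, peptidoglycan recognition, Turandot and prophenoloxidase genes was drawn up by symbol family, of which 66 had counts in the fits. In heads of both sexes together, 9 of these 66 genes were among the 88 changed genes, or 10.2% of the changed genes against 0.40% of all 16302 genes in the fits (Fisher's exact test, two-sided, odds ratio 32.2, p = 7.37e-11). All 8 of the immune genes that changed in female heads were up in the RNAi genotype, with log2 fold changes between 0.70 (*PPO2*) and 2.87 (*CecA2*). The others were *CecC*, *Def*, *TotA*, *TotM*, *TotC* and *PPO1*. The only listed gene that changed in male heads, *Drsl4*, was down (log2 fold change -1.11). In female bodies 6 of the 66 genes were among the 92 changed genes (odds ratio 18.6, p = 1.99e-06, Fisher's exact test). Of these, *LysX* (log2 fold change 3.09), *TotA*, *TotM* and *TotC* were up, and *LysP* and *Drsl4* were down. In male bodies 1 of the 66 genes, *LysX*, was among the 81 changed genes (odds ratio 3.10, p = 0.281, Fisher's exact test). With the likelihood ratio test 4 of the 66 genes were called (odds ratio 7.44, p = 0.00272, Fisher's exact test). That likelihood ratio result was not significant with the list as first drawn up. Several of these families hold closely related genes, and HTSeq leaves out reads that align to more than 1 place. The setting that changed these results most was the inclusion of HRNAiF1, with an odds ratio of 7.79 in heads (p = 0.125, Fisher's exact test) and 0 in female bodies, where only 2 genes changed. Fisher's exact test treats genes as independent, whereas related immune genes can change together, so its p does not measure the spread between flies. The immune genes also differed between replicates of a group: the mean log2 CPM of the 51 listed genes with at least 1 CPM was between 3.18 and 4.21 in the 4 RNAi female body libraries. In RNAi female heads this mean was 3.9, 3.6 and 4.8 in replicates 2, 3 and 4, against 3.37 to 3.99 in the controls. Without replicate 4 the odds ratio in heads was 28.4. The paper proposes that genes of immune and defense responses may participate in the removal of xenobiotics, odorants among them.

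**Figure D2:**
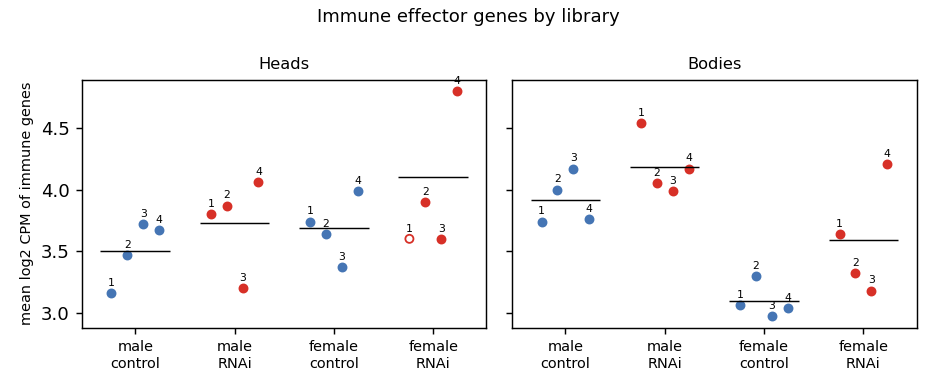
Mean log2 CPM of 51 immune effector genes in each library of heads (left) and bodies (right), for the control (blue) and RNAi (red) genotypes, with the replicate number above each point and a line at the mean of the libraries used. The open circle is HRNAiF1. The highest value, 4.80, was that of replicate 4 of the RNAi female heads.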

The most enriched categories in heads and female bodies comprised genes associated with immune/defense responses, which may participate in removal of xenobiotics, including odorants. In addition, and consistent with changes in CHCs, genes associated with the gene ontology terms of lipase, triglyceride lipase activity, and phospholipase activity were also enriched in the bodies of both males and females. 

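No enrichment test was made for lipases, because gene ontology terms were not used here, and the values of the 4 lipase genes that the paper names are given instead. In female bodies *CG6271*, *CG6277* and *CG6283* were down in the RNAi genotype. *CG6271* was measured at 1.40 ± 0.353 CPM in the control and 0.225 ± 0.126 CPM in the RNAi genotype (SD, n = 4 each, log2 fold change -2.56, adjusted p = 0.00812 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CG6277* was measured at 19.2 ± 1.59 CPM and 3.41 ± 2.37 CPM (SD, n = 4 each, log2 fold change -2.47, adjusted p = 1.5e-06 from the same test). *CG6283* was measured at 14.4 ± 1.66 CPM and 4.71 ± 2.23 CPM (SD, n = 4 each, log2 fold change -1.60, adjusted p = 1.08e-04 from the same test). *CG11598* had 0 or 1 read in each of the 8 female body libraries, so a change was not detectable at this depth. With HRNAiF1 in the fit of the female libraries, 0 of these genes passed the thresholds in female bodies.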

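In male bodies *CG11598* (FBgn0038067, 12634917 to 12636283 on 3R in release 6) was measured at 8.85 ± 0.853 CPM in the control (82 to 112 reads) and 2.97 ± 0.871 CPM in the RNAi genotype (21 to 41 reads), a log2 fold change of -1.58 (SD, n = 4 each, standard error 0.19, adjusted p = 3.99e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CG6271* (FBgn0039476) was measured at 4.22 ± 0.470 CPM (41 to 54 reads) and 1.16 ± 0.200 CPM (10 to 14 reads), a log2 fold change of -1.86 (SD, n = 4 each, standard error 0.25, adjusted p = 3.92e-04 from the same test). *CG6277* (FBgn0039475) was measured at 57.3 ± 5.38 CPM (547 to 731 reads) and 11.9 ± 3.05 CPM (81 to 169 reads), a log2 fold change of -2.26 (SD, n = 4 each, standard error 0.14, adjusted p = 8.36e-10 from the same test). *CG6283* (FBgn0039474) was measured at 54.0 ± 6.16 CPM (517 to 713 reads) and 22.8 ± 4.80 CPM (167 to 283 reads), a log2 fold change of -1.24 (SD, n = 4 each, standard error 0.14, adjusted p = 1.5e-05 from the same test). For each of the 4 genes every RNAi library lay below every control library (exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow). In the paired fits with the replicate block the log2 fold changes were -1.59, -1.86, -2.27 and -1.25. Across the fits that each left out 1 library, the log2 fold change lay between -1.75 and -1.40 for *CG11598*, between -1.93 and -1.74 for *CG6271*, between -2.39 and -2.10 for *CG6277* and between -1.32 and -1.10 for *CG6283*. *CG6283*, *CG6277* and *CG6271* lie next to each other between 27020238 and 27026109 on 3R. Whether reads shared between these neighbouring lipase genes were lost in the counting was not tested. *CG11598* lies in a window of 2 Mb on 3R in which 21 genes changed in at least 1 of the 4 comparisons, where 3.87 were expected. From the lower expression of these genes, the paper proposes a mechanistic basis for the altered CHC profiles, because lipases modify the precursors of CHCs.

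**Figure D3:**
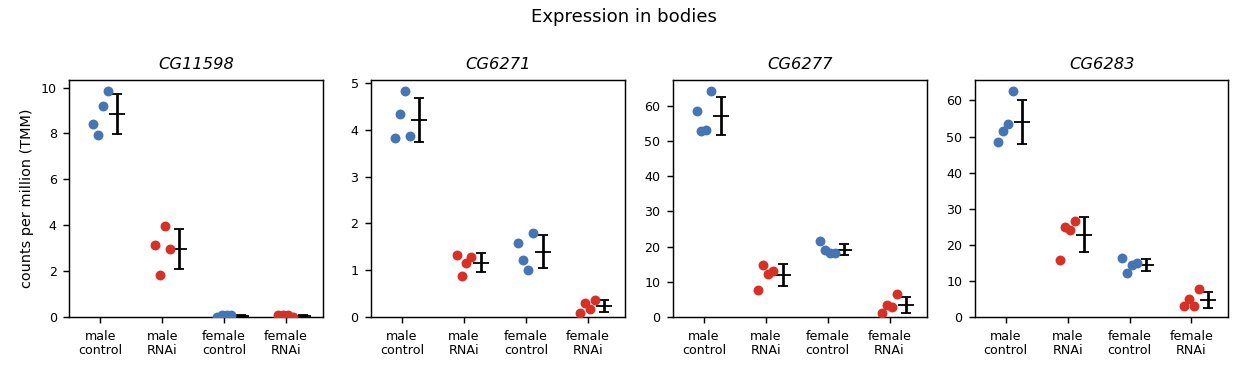
Expression of the 4 lipase genes in bodies, in CPM after TMM normalization, for each library of the control (blue) and RNAi (red) genotypes, with the mean and SD beside the points. In male bodies *CG6277* had 52.8 to 64.3 CPM in the control libraries and 7.67 to 14.9 CPM in the RNAi libraries.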

Four genes with decreased triglyceride lipase activity and phospholipase activity in male bodies (*CG11598*, *CG6271*, *CG6277*, *CG6283*) are interesting since lipases modify lipids and fatty acids, which are precursors of insect CHCs (Howard and Blomquist 2005; van der Goes van Naters and Carlson 2007). Decreases in expression of genes inferred to have lipase activity could provide a mechanistic basis for the altered CHC profiles.

The promoter of *Obp56h* expresses *lacZ* in approximately five sensilla on each third antennal segment, in the pharyngeal organs and in the dorsal organ, the terminal organ, and the ventral pits of the third instar larvae (Galindo and Smith 2001). This Obp, therefore, may function in both olfactory and gustatory systems. It is of interest that expression of *Or19b* is down-regulated in *Obp56h*-RNAi male heads, especially since *Or19b* is expressed in trichoid sensilla (Couto *et al.* 2005), which appear specialized for the detection of pheromones (Ha and Smith 2006; Ronderos and Smith 2010). 

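In female heads *Or19b* had 0 to 5 reads in each of the 4 control libraries and 1 to 3 reads in each of the 3 RNAi libraries used, or 0.233 ± 0.292 CPM (SD, n = 4) and 0.182 ± 0.130 CPM (SD, n = 3), and 0 reads in HRNAiF1. A change was not detectable at this depth (log2 fold change -0.30, standard error 1.10). The difference between the change in male heads and the change in female heads was -3.01 on the log2 scale (standard error 1.52), with an unadjusted p = 0.0569 and an adjusted p = 0.391 from edgeR's quasi-likelihood test over all 31 libraries.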

*Or19b* is thus a plausible candidate receptor for 5-T or another unknown *Obp56h* ligand.

## Supplementary Material

Supplemental Material

# Supplementary material for: Obp56h Modulates Mating Behavior in Drosophila melanogaster
**Source:** G3 (Bethesda). 2016 Aug 24;6(10):3335–42. doi: 10.1534/g3.116.034595
**Supplement:** Supplemental Material

Obp56h Modulates Mating Behavior in Drosophila melanogaster — Supplemental Material 

# *Obp56h* Modulates Mating Behavior in *Drosophila melanogaster*

## Supplemental Material for Shorter *et al.*, 2016

**Files in this Data Supplement:**

- Table S1 - Results of three-way factorial analyses of variance of gene expression. (.xlsx, 7 MB)
- Table S2 - Significant (FDR < 0.05) differentially expressed genes between *Obp56h* RNAi knockdown and control genotypes, from analyses of variance for males and females separately. (.xlsx, 94 KB)
- Table S3 - GO enrichment analyses for significant (FDR < 0.05) differentially expressed genes in *Opb56h* RNAi knockdown and control genotypes. (.xlsx, 14 KB)

How the deposited data were processed for this re-analysis (not part of the article)

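Total RNA of heads and bodies of *Dll-GAL4*/Control and *Dll-GAL4/Obp56h*-RNAi males and females was sequenced by the authors in 32 libraries, 4 for each combination of sex, tissue and genotype. RNA was depleted of ribosomal RNA, and strand-specific libraries were sequenced as single reads. The authors trimmed adapters with Cutadapt, removed ribosomal reads by alignment with BWA, aligned the rest to release 5 of the *D. melanogaster* genome and transcriptome with STAR, and counted reads on genes with HTSeq. The authors deposited these values as whole-number counts for 17055 gene identifiers, without normalization, one set of values per library. HTSeq leaves out reads that align to more than 1 place, so reads of near-identical genes are partly lost.

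Libraries were assigned to sex, tissue, genotype and replicate from the sample labels. The sequencing lane of each library was also taken from the labels, which give a single lane per library, whereas the paper states that the pool of all 32 libraries was sequenced on each of the lanes. HRNAiF1, which the paper removed as a technical outlier, was left out of all fits unless it is named as included. Symbols and positions were taken from release 6 of the genome (BDGP6) by matching the FlyBase identifiers, and 16637 of 17055 matched. Release 5 coordinates were not used here.

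Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, genes with at least 1 count in the libraries of the fit, 1 model for each sex with a group for each tissue and genotype, the quasi-likelihood test, and Benjamini-Hochberg adjustment over all genes of the fit. A gene was called changed with an adjusted p under 0.05 and a change of at least 1.5-fold. The paper's methods name edgeR but not which of its tests was used, and the titles of Tables S1 and S2 speak of analyses of variance. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Differences between the sexes were tested with an interaction term in a model of all 31 libraries. DESeq2 1.42.0 was used as an alternative. The genes given by name are those the paper names and, by a rule fixed before the data were examined, the 5 genes with the smallest p in each comparison of genotypes, past the threshold and with every RNAi library on the same side of every control library, and the 3 with the smallest p past the threshold in each interaction. Genes that a test in the closing observations is about could also be named.

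Counts on genes ranged from 8288533 to 13546860 per library in the 31 libraries. Counting error sets the precision for genes with few reads: *Or19b* had 5 to 9 reads in the control male head libraries. The model was tested on counts simulated for the male libraries, with 200 genes changed in heads by known amounts. These genes had a mean of at least 5 CPM in heads and changed at least 2-fold. No difference between lanes was simulated. The simulation thus shows nothing about genes with few reads, such as *Or19b*, or smaller changes, such as those of *lush* and *Obp83ef*. The quasi-likelihood test recovered 198 of the 200 genes (99%), with 7 false calls, and made 0 calls in bodies, where nothing had been changed. The likelihood ratio test recovered 198 with 10 false calls, and 3 false calls in bodies.

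Alternatives were other normalizations, the likelihood ratio test, 2 stricter filters on low counts, other sets of libraries in the fit, the replicate number as a block, the lane as a covariate, DESeq2, no minimum fold change, HRNAiF1 included, and each library left out in turn. Gene ontology terms were not used here. In place of the paper's enrichment analysis, a list of immune effector genes by symbol family, of which 66 had counts in the fits, was tested with Fisher's exact test against all genes in the fit. The list by symbol was corrected after its results had been seen, because the search had missed 2 peptidoglycan recognition genes of the families fixed beforehand. Before this correction the enrichment in male bodies with the likelihood ratio test was not significant. For lipases only the values of the 4 genes named in the paper are given.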

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

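The tests in this part were chosen after the results they bear on had been seen, apart from the counts over all other splits of the libraries (their division by tissue and by lane was chosen afterwards) and the comparison with expression in male bodies.

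Replicate 1 of the RNAi female heads (HRNAiF1), which the paper removed, carried a strong signal of genes expressed in bodies. Over the genes at least 20 times higher in either tissue, its profile was best described as 82.9% of the mean female body profile, whereas the other 7 female head libraries had shares between -3.7% and 4.1% (a share is a least-squares estimate and can be slightly negative). RNA of female bodies in this library is therefore a candidate explanation for its place in the principal components. Whether the flies were of the RNAi genotype was examined with 30 genes changed at least 2-fold in female bodies, on a scale where control bodies lie at 0 and RNAi bodies at 1. The median position of HRNAiF1 was 0.356, with 16 of 30 genes nearer the control, whereas the control bodies had median positions between -0.039 and 0.056 and the RNAi bodies between 0.816 and 1.225. The library thus lay outside the range of both genotypes. Of the 5 genes named for their small p in female bodies, *narya* was at 0.581 CPM (control bodies 0.472 to 0.676, RNAi bodies 11.8 to 16.8), *CG1304* at 24.0 CPM (control 7.62 to 8.74, RNAi 0.499 to 1.03), *CG3397* at 41.5 CPM (control 8.10 to 10.3, RNAi 0.175 to 1.21), *w* at 14.4 CPM (control 9.18 to 12.4, RNAi 22.1 to 25.9) and *Vha100-4* at 26.9 CPM (control 30.5 to 34.4, RNAi 13.3 to 16.3). These 5 lay nearer the control bodies or beyond them. On the other side, *Hsc70-2* at 2.08 CPM and *CG6277* at 5.81 CPM lay within the range of the RNAi bodies (1.31 to 2.21 and 0.973 to 6.63 CPM). The other named genes with an adjusted p under 0.05 in female bodies, *CG6271* (3.24 CPM), *CG6283* (30.2 CPM), *Ser6* (44.0 CPM), *CG31157* (4.98 CPM), *tbc* (6.56 CPM) and *GstD9* (23.3 CPM), lay nearer the control bodies or beyond them. Of all these genes, *w*, *CG3397*, *CG31157*, *Hsc70-2*, *tbc* and *GstD9* are also expressed in female heads, so that RNA of heads in the library can shift their values. Most of these named genes lay away from the RNAi bodies, but flies of the control genotype alone do not account for all of them. *CG1304*, *CG3397*, *Ser6*, *CG6283*, *CG6271* and *GstD9* lay above every control female body and head library. The highest control values were 8.74, 26.7, 15.8, 16.2, 1.79 and 19.6 CPM. *Hsc70-2* lay below every control female body (at least 4.43 CPM) and head (at least 9.19 CPM). The other named genes lay within the span of the control female libraries. The genotype of the flies is thus left open, also by the median position of 0.356 over the 30 genes. The limits that make this outcome open were set at 0.25 and 0.75 after the value had been seen. They replaced a limit of 0.5, under which the value would have counted for control flies. No biological explanation was tested.

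Genes that were read in male bodies and practically not in female bodies had reads in the head libraries, where the paper does not report on them. For 451 such genes, the autosomal ones had between 0.978 and 4.136 reads per kilobase per 10000000 counts in the head libraries used, against 0.134 to 0.278 in female bodies. The level was not higher in deeper libraries. It fell with the total count (Pearson r = -0.628, p = 0.0101, Spearman rho = -0.571, p = 0.029, permutation tests over 15 libraries, r = -0.494 without the 2 libraries with totals farthest from the median), but the relation rested on females (r = -0.841, n = 7) and was weak in males (r = -0.135, n = 8). It rose with the percentage of reads assigned to no feature (r = 0.881, p = 6e-05, rho = 0.854, p = 1.5e-04, r = 0.906 without the 2 farthest libraries, r = 0.924 in males and 0.891 in females). These 2 relations are a family with Benjamini-Hochberg adjusted p values for r of 0.0101 and 1.2e-04, and for rho of 0.029 and 3e-04. A difference between the genotypes was not significant (exact permutation test, two-sided, p = 0.9429 in male heads and 0.1143 in female heads). In female heads the geometric mean was lower in the 3 RNAi libraries than in the 4 controls (1.18 and 2.25), and so few libraries do not show that the level was equal.

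RNA of male bodies in the head libraries was weighed as an explanation. Across these genes, which are not independent replicates, the reads per kilobase in female heads had a Spearman rho of 0.26 with the expression in male bodies, under the limit of 0.3 set for this explanation. Genomic DNA in the head libraries was weighed in 3 tests, of which the earlier pair did not pass. The ratio of X to autosomal reads per kilobase over the 451 genes was 0.686 in male heads and 0.805 in female heads when the libraries were pooled, a difference that was not significant (exact permutation test, two-sided, p = 0.3796), and the slope of X on autosomal reads was 0.318 in males and 0.728 in females (exact permutation test, two-sided, p = 0.142). After these results had been seen, another list was drawn up, 1480 protein-coding genes with few reads in all head libraries. Over this list the X to autosome ratio had a mean of 0.941 in male heads and 1.233 in female heads (exact permutation test, p = 0.0146), and the ratio of Y to autosomal reads was between 0.954 and 1.764 in male heads and between 0 and 0.285 in female heads (exact permutation test, p = 2e-04, the smallest that these numbers of libraries can give). The list and its limits were chosen after an exploratory look at the same libraries, and 1 of 3 tests passed, so genomic DNA remains a hypothesis for the low reads in heads. Expression of the Y in males would also raise the ratio of the Y. Unspliced RNA was not tested.

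The genotype × tissue interaction was significant for 10 combinations of sex and gene among the genes named here. In males the change in heads minus the change in bodies was -2.45 on the log2 scale for *Hsc70-2*, 1.03 for *w*, -3.21 for *CG31157*, 8.02 for *CR45499*, 1.76 for *tbc* and 0.88 for *Hsp70Bb*. In females it was -5.73 for *CG31157*, 1.23 for *CG6654*, 1.04 for *Hsp70Bb* and 1.54 for *GstD9*. With the sequencing lane as a covariate all 10 stayed past the thresholds, and 9 did so in every fit that left out 1 library. The exception was *CR45499*, which also lost significance with the replicate number as a block (adjusted p = 0.0621 from edgeR), had 0 to 3 reads in each male head library and was the only 1 of the 10 genes with under 10 counts in each library of a tissue. With HRNAiF1 included, *CG31157*, *CG6654* and *Hsp70Bb* no longer passed in females. *GstD9* in females was up in heads (log2 fold change 0.81) and down in bodies (-0.73). A dependence of the effect on the tissue is a possible explanation for the 9 stable interactions. Reads shared between gene copies, as in the *Hsp70* family, were not tested, so these interactions cannot be told apart from that explanation. *Hsc70-2* and *CG31157* are neighbours on 3R.

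Of 100 splits drawn from the 128 that exchange control and RNAi within same-numbered pairs, 18 gave at least the 14 interactions seen in males and 7 gave at least the 20 seen in females, the real split included. In males 4 of these 18 came from the 22 splits that exchanged genotypes oppositely in heads and bodies, in which a genotype effect shared by the tissues turns into an interaction, and 14 from the other 78. In females the numbers were 5 of 25 and 2 of 75. Exchanging some of the pairs also leaves the lanes of the head libraries less balanced between the groups than they are between the genotypes. In males 14 of the 51 splits with less balanced lanes gave at least as many interactions, against 4 of the 49 others. Of the 37 splits in males that neither unbalanced the lanes nor exchanged the tissues oppositely, 1 did, the real split, and in females 2 of 41. A genotype effect also turns into an interaction when a split exchanges different shares of the pairs in heads and in bodies. Such splits are not all among those that exchanged genotypes oppositely, so the other splits are not free of genotype effects. Over all 100 splits the counts therefore cannot decide whether the number of interactions differs from that of other groupings in either sex. In males most of the splits with as many also carry a difference between lanes that the genotypes do not. In females 5 of the 7 with as many exchanged the genotypes oppositely, so a genotype effect shared by the tissues may account for their interactions. These smaller sets were chosen after the counts had been seen.

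A pair of libraries lay apart from the others of their group. Normalized expression of *Hsc70-2* in replicate 1 of the control male heads was 11.07 CPM (102 reads), below the 12.43 to 12.64 CPM of the other 3 replicates (120 to 129 reads). An exact binomial test of its reads against those of the group gave p = 1 after multiplication by the 4 libraries, so sampling noise of the counts is a possible explanation. *Or19b* in replicate 2 of the RNAi male heads had 2 reads (0.2221 CPM) where the other 3 replicates had 0. The chance that both reads fall in a single library was 0.251. With only 2 reads this chance cannot be small, so the test cannot decide for or against sampling noise. Of the 59 groups examined 2 had such a library, where 3.0 are expected by chance.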

How the results depend on the processing

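The alternatives were planned in advance, apart from those that use the level of reads in genes read only in male bodies as a covariate or limit the likelihood ratio test to heads, which were chosen after seeing the data. The cause was not tested for any change given in this part.

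The number of changed genes depended most on the test and on HRNAiF1. With edgeR's likelihood ratio test in place of the quasi-likelihood test it rose from 33 to 78 in male heads, from 81 to 143 in male bodies, from 73 to 292 in female heads, and from 14 to 56 and from 20 to 188 for the genotype × tissue interaction in males and females. With DESeq2 it was 117 in female heads, and 31 and 64 for the interaction in males and females. With HRNAiF1 included it was 2 in female heads, 2 in female bodies and 1 for the interaction in females. In the paired fit with the replicate number as a block it was 147 in female heads and 77 for the interaction in females, and within 1.5 times the unpaired number for the other comparisons (28 in male heads, 82 in male bodies, 131 in female bodies and 10 for the interaction in males). With the lane as a covariate it was 43 for the interaction in females. With only the body libraries in the fit it was 124 in male bodies, and with all 31 libraries in 1 fit it was 22 for the interaction in males. With the filterByExpr filter it was 45 in female heads. Without a minimum fold change it was 126 in female heads and 144 in female bodies. All other numbers of changed genes under the alternatives planned in advance, apart from those that left out a library, were within 1.5 times the number reported.

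Of the alternatives chosen after seeing the data, the likelihood ratio test on head libraries alone gave 50 changed genes in male heads, and 71 with the level of reads in genes read only in male bodies as a covariate. In female heads the numbers with this covariate were 33 with the likelihood ratio test and 23 with the quasi-likelihood test.

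Across the fits that each left out 1 library, the number of changed genes ranged from 28 to 48 in male heads, from 41 to 206 in female heads, from 62 to 107 in male bodies, from 71 to 108 in female bodies, from 9 to 18 for the interaction in males and from 13 to 70 for the interaction in females.

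Among the genes the paper names, *Obp56h* in male heads and the 4 lipases in male bodies stayed past the threshold under every alternative that was run. *Obp56h* in female heads lost significance only with HRNAiF1 included (log2 fold change -3.21, adjusted p = 0.215 from edgeR's quasi-likelihood test), and ranged from -4.77 to -3.03 with 1 library left out. *Obp83ef* in female heads lost it with the filterByExpr filter (0.63), with HRNAiF1 included (0.47) and with all libraries in 1 fit (0.57) and in 4 of the 7 fits with 1 library left out, which ranged from 0.61 to 0.78. *Obp19b* in male heads lost it with only the head libraries in the fit (-0.92), and ranged from -0.95 to -0.73. *lush* in female heads lost it with the filterByExpr filter (0.66), with HRNAiF1 included (0.31) and in 3 of the 7 fits with 1 library left out, which ranged from 0.62 to 0.86. *lush* in male heads, with an adjusted p of 0.0633 as reported, gained it with RLE normalization (0.62), the likelihood ratio test (0.58), the filterByExpr filter (0.59), the filter of 10 counts (0.61), the lane covariate (0.60), all libraries in 1 fit (0.67) and DESeq2 (0.62), and in all 8 fits with 1 library left out (from 0.58 to 0.75). *Or19b* in male heads gained it only with the likelihood ratio test (-3.50), and ranged from -5.96 to -3.05. It had too few reads for the filterByExpr filter and the filter of 10 counts, which give it no value, and DESeq2 gave it a log2 fold change but, after its default independent filtering, no call. With 0 to 9 reads per library, depth limits what can be said about this gene. HTSeq leaves out reads that align to more than 1 place, and whether this lowered the counts of *Or19b* was not tested.

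The enrichment of immune genes in heads had an odds ratio of 7.79 (p = 0.125, Fisher's exact test, two-sided) with HRNAiF1 included, and 14.3 to 55.7 with 1 library left out. In female bodies the odds ratio was 0 with HRNAiF1 included, where only 2 genes changed, and 11.2 to 15.6 with 1 library left out. In male bodies it was not significant as reported (p = 0.281, Fisher's exact test, two-sided), and 0 to 4.78 with 1 library left out. With the likelihood ratio test it was 7.44 and significant (p = 0.00272, Fisher's exact test, two-sided). That result was significant only with the corrected gene list. Of the 4 lipases, 3 changed in female bodies, and 0 with HRNAiF1 included. None of the 9 genes the paper names had a genotype × sex interaction in heads with an adjusted p under 0.05 under any alternative that was run. Of these genes 1, *CG6271*, had an unadjusted p under 0.05 as reported. The 4 lipases, *CG6271* among them, had 0 to 3 reads in each head library used, too few for this test to decide.

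The results for single genes named by rule and not discussed above, 30 in all, were compared with their alternatives 487 times. In 476 of these comparisons the direction and the side of the threshold were kept, and in 11 significance was lost, all 11 with HRNAiF1 included. The interaction of *CR45499* in males, which is not among these 30, also lost significance with the replicate block and in fits with 1 library left out.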

Differences from the paper's values

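The number of changed genes in male heads was 33, against the paper's 50. Of the alternatives set before the data were examined, the difference was under 1.5-fold with the filterByExpr filter (34), the filter of 10 counts (38), the lane covariate (42), DESeq2 (45), all libraries in 1 fit (45) and no minimum fold change (45), and in 5 of the 8 fits that left out 1 library. It was larger with RLE normalization (33), the likelihood ratio test (78), only the head libraries in the fit (25), the replicate block (28) and the other 3 fits. An alternative chosen after seeing the values, the likelihood ratio test on head libraries alone, gave 50. In male bodies the number was 81, against the paper's 158. The difference was under 1.5-fold with the likelihood ratio test (143), only the body libraries in the fit (124), no minimum fold change (109) and in 1 of the fits that left out 1 library (107), and larger under the other alternatives set before the data were examined.

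The number of genes with a genotype × tissue interaction was 14 in males, against the paper's 54, and 20 in females, against the paper's 170. With the likelihood ratio test the numbers were 56 and 188. None of the other alternatives set before the data were examined came within 1.5 times the paper's numbers. In female heads the number was 73 against the paper's 95. The lane covariate gave 95, and the absence of a minimum fold change gave 126. In female bodies it was 92 against the paper's 133, and 144 without a minimum fold change. The paper states an FDR limit for its numbers and no minimum fold change. All genes in its Table S2 nevertheless changed by about 1.5-fold or more, so a limit on the fold change may also have been applied. The numbers without a minimum fold change are therefore not a like comparison with the paper's.

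The unadjusted p for *Obp56h* was 5.59e-08 in female heads, against the paper's 1.56e-29, and 1.01e-10 in male heads, against the paper's 2.23e-41. With the likelihood ratio test it was 2.91e-22 and 6.97e-39 (p values from edgeR). None of the alternatives set before the data were examined closed the gap. The log2 fold changes differed from the paper's by less than their standard errors.

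The genes of the paper's Table S2 changed in the same direction here. This held for all 50 genes the paper lists for male heads, all 95 for female heads, all 158 for male bodies, all 133 for female bodies, and all 54 and 170 for the interactions in males and females. Of these genes, 32 were among those called changed here in male heads, 60 in female heads, 79 in male bodies, 90 in female bodies, and 14 and 20 for the interactions.

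The paper reports a lower expression of *Or19b* in RNAi male heads. Here the log2 fold change was -3.50 with an adjusted p of 0.162 from edgeR's quasi-likelihood test. The paper reports a higher expression of *lush* in heads of both sexes. Here its log2 fold change in male heads was 0.58 with an adjusted p of 0.0633 from the same test. The adjusted p was under 0.05 in all 8 fits with 1 library left out and with the lane covariate, among other alternatives. It was not under 0.05 with the replicate block or with only the head libraries in the fit.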

Other observations

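The tests in this part that were chosen only after the result had been seen are those of the random placement of changed genes, of the shared state of replicates, of the immune genes without a replicate, of the lane in male heads and of the level of reads as a covariate.

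For the genotype effect within a tissue, the libraries were split in all other ways that exchange control and RNAi within same-numbered pairs. In male bodies, female heads and female bodies 1 of the 8 such splits, the real one, gave as many changed genes (81, 73 and 92, with at most 0, 1 and 7 in the others). In male heads 2 of the 8 splits gave at least 33 genes, the other with 69. The lanes were less balanced in that other split than between the genotypes, and of the 4 splits with lanes as balanced only the real split gave as many. With only 8 splits the share cannot fall under 0.05. Among all 35 splits into 2 groups, 4 gave as many genes in male heads, 1 in male bodies, 2 in female heads and 1 in female bodies.

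The lane of a library is taken from the labels, whereas the paper states that the pooled libraries were sequenced on each of the lanes. In male heads the split of the 8 libraries by sequencing lane gave 760 changed genes, against 33 for the genotypes. By the number of changed genes alone, lane and genotype can therefore not be told apart in male heads. The design separates them, because by the labels each lane held 2 control and 2 RNAi libraries, and with the lane as a covariate 42 genes changed between the genotypes. Of the 760 genes, 547 were higher in lane 2 and 467 had a mean under 1 CPM. The genes read only in male bodies made up 5.4% of them against 2.8% of all genes (Fisher's exact test, two-sided, odds ratio 2.1, p = 5.67e-05), and the level of these genes was higher in lane 2 than in lane 1 in male heads (2.35 to 4.14 against 1.25 to 2.21 reads per kilobase per 10000000 counts, exact permutation test, two-sided, p = 0.0286). In female heads the level did not differ between the lanes (exact permutation test, two-sided, p = 0.3429). Total counts did not differ between the lanes of male heads (exact permutation test, two-sided, p = 0.9714). A difference between libraries in the source of these low reads is therefore a candidate explanation for the split by lane, whereas depth is not. The lane may stand for another difference between the libraries, such as the day of preparation, which was not tested.

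The likelihood ratio test on the head libraries of females called 109 genes. With the level of reads in genes read only in male bodies as a covariate it called 33. Of 100 orders of this covariate, the real one included, 3 gave as few changed genes (the lowest of the other orders gave 21 and their median was 101). Reads from that source may thus contribute to the number of genes called in female heads. In males the number rose from 50 to 71 with the covariate. In female heads the RNAi libraries had a lower level than the controls (geometric means of 1.18 and 2.25), so that the covariate can also take up part of an effect of the genotype.

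Genes that changed lay close together on the chromosomes. Of the 214 genes changed in at least 1 of the 4 comparisons, 211 had a position in release 6. A 2-Mb window at 11800001 to 13800000 on 3R held 21 of them, where 3.87 were expected from the number of genes it holds, and a window at 19300001 to 21300000 on the X held 21, where 2.78 were expected. In 10000 random sets of genes matched on mean expression the fullest window held at most 19 genes and a median of 10 (permutation p = 1e-04, the smallest they can give). With changed genes within 10 kb of each other counted once, the fullest window held 19, against at most 18 in the random sets (permutation p = 1e-04, again the smallest they can give). This was the window of the X. The window of 3R then held 14, fewer than the fullest window of some random sets, so that neighbours that change as one remain a possible explanation for part of its changed genes. A difference in the DNA of the crossed lines near these genes is a candidate explanation, because both genotypes share the driver but not the other parent. Genes changed in both sexes lay in these windows more often than genes changed in 1 sex (13 of 41 against 29 of 170, Fisher's exact test, two-sided, odds ratio 2.25, p = 0.0485). This p is close to the threshold, the windows were found with the same genes, and a regional effect of the knockdown on expression would give the same pattern, so the hypothesis remains open. *Obp19b* and *Or19b* lie in the window of the X, and *CG11598* lies in the window of 3R. The window of the X held 6 of the 33 changed genes with a position in male heads, 2 of 72 in female heads, 12 of 80 in male bodies and 6 of 91 in female bodies, and the window of 3R held 7, 8, 13 and 11. The low number in female heads bears against a difference in the DNA of the X that acts alike in both sexes and tissues. The clustering was tested for the 4 comparisons together and not for each. The paper describes the control as co-isogenic with the RNAi line. On simulated data 2 of 20 random sets had a permutation p under 0.05, and a set with 20 planted neighbours had a permutation p of 1e-04.

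Immune genes differed between replicates of the same group. The mean log2 CPM of 51 immune genes, as the deviation from the mean of its group, was correlated between the heads and the bodies with the same replicate number (Pearson r = 0.714, one-sided permutation p = 0.0398, Spearman rho = 0.65, p = 0.0348, 15 pairs, r = 0.524 without the 2 pairs farthest from the median). The correlation was 0.441 in the 8 pairs of males and 0.862 in the 7 pairs of females. This was the only relation computed for these genes, and the pairing is taken from the labels. Over 12544 genes, the deviations of heads and bodies with the same replicate number had mean correlations of 0.048 in male controls, 0.007 in male RNAi flies, -0.074 in female controls and 0.051 in female RNAi flies. A state of the flies of a replicate, such as an infection, is a candidate explanation. The enrichment did not rest on a single library: without replicate 4 of the RNAi female bodies, the replicate with the highest immune gene expression in its group, the immune genes were still over-represented among the changed genes in female bodies (odds ratio 14.7, p = 4.05e-05, Fisher's exact test, two-sided). The mean log2 CPM of RNAi replicates 1 and 2 (3.64 and 3.32) also lay above that of all 4 control female bodies (2.97 to 3.30), replicate 2 only slightly, and that of RNAi replicate 3 (3.18) did not. With 4 replicates of each genotype, a state that by chance was more frequent in the RNAi replicates cannot be told apart from an effect of the genotype.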
